# Transcriptome analysis of granulosa cells after conventional vs long FSH-induced superstimulation in cattle

**DOI:** 10.1186/s12864-018-4642-9

**Published:** 2018-04-16

**Authors:** F. C. F. Dias, M. I. R. Khan, M. A. Sirard, G. P. Adams, J. Singh

**Keywords:** Cattle, Follicular waves, Follicle growth, Granulosa cells, Gene expression, Genomic analysis, Microarrays, Ovary, Superstimulation

## Abstract

**Background:**

Prolongation of superstimulatory treatment appears to be associated with a greater superovulatory response and with greater oocyte maturation in cattle. A genome-wide bovine oligo-microarray was used to compare the gene expression of granulosa cells collected from ovarian follicles after differing durations of the growing phase induced by exogenous FSH treatment. Cows were given a conventional (4-day) or long (7-day) superstimulatory treatment (25 mg FSH im at 12-h intervals; *n* = 6 per group), followed by prostaglandin treatment with last FSH and LH treatment 24 h later. Granulosa cells were harvested 24 h after LH treatment.

**Results:**

The expression of 416 genes was down-regulated and 615 genes was up-regulated in the long FSH group compared to the conventional FSH group. Quantification by RT-PCR of 7 genes (*NTS, PTGS2, PTX3, RGS2, INHBA, CCND2* and *LRP8*) supported the microarrays data. Multigene bioinformatic analysis indicates that markers of fertility and follicle maturity were up-regulated in the long FSH group.

**Conclusion:**

Using the large gene expression dataset generated by the genomic analysis and our previous associated with the growth phase and gene expression changes post LH, we can conclude that a prolonged FSH-induced growing phase is associated with transcriptomic characteristics of greater follicular maturity and may therefore be more appropriate for optimizing the superovulatory response and developmental competence of oocytes in cattle.

## Background

An increase in peripheral FSH concentrations precedes emergence of each new follicular wave in cattle [1]. A follicular wave is characterized by the emergence of a growing cohort of FSH-responsive follicles, one of which is selected for continued growth (dominant follicle) while remaining subordinates follicles regress [2]. The majority of estrous cycles in cattle are composed of 2 or 3 follicular waves, the last of which culminates in ovulation of the dominant follicle. Major differences between 2- vs 3-wave cycles are a significantly shorter interovulatory interval (19 vs 23 days, respectively), a longer growing phase of the dominant follicle of the first wave (8 vs 7 days, respectively) and a longer growing phase of the final (ovulatory) wave (9 vs 6 days, respectively) [3]. During a 2-wave estrous cycle, the ovulatory follicle grows for 6 days under a high-progesterone environment, while that of a 3-wave cycle grows for only 3 days under a high-progesterone environment [4]. Thereafter, circulating progesterone concentrations are low for both 2- and 3-wave cycles, for approximately 3 days following luteolysis [4].

The period of growth and maximal size of the dominant follicle are inversely related to the circulating concentration of progesterone [5]. Dominant follicles maintained under a low-progesterone environment for extended periods become oversized, persistent follicles [5] containing an oocyte of decreased developmental competence [6–9]. However, the effect of different durations of elevated progesterone exposure during the growing phase of the ovulatory follicle (analogous to 2- or 3-waves cycle) is contradictory [10–13]. In more recent studies, extending the period of progesterone exposure during the growing and early-static phases of the ovulatory follicle by 3 days did not affect oocyte competence of the dominant follicle [14] or that of superstimulated follicles [15], but was associated with a greater superovulatory response [15, 16]. In addition, a longer growing phase of the ovulatory follicle during superstimulation was associated with greater nuclear and cytoplasmic maturation of oocytes [17].

During folliculogenesis, somatic cells and germ cells interact through complex paracrine signalling via heterologous gap junctions to coordinate nuclear and cytoplasmic maturation of the oocyte [18]. Granulosa cell signalling affects energy uptake by the oocyte [19, 20], oocyte growth and development [21], and transcriptomic activity of the oocyte [22]. Granulosa cell analysis is therefore a valuable method of assessing follicular and oocyte health status. The effect of ovarian superstimulation on bovine granulosa cells has been the focus of recent studies (reviewed in [23]), and results revealed that multiple follicles growing during a standard 4-day superstimulation protocol were not as mature as a single dominant follicle from a natural cycle [24]. Based on the findings that prolongation of superstimulatory treatment appears to be associated with a greater superovulatory response in cattle [25, 26], the influence of prolonged FSH treatment on granulosa cell function, and the corresponding effect on the contained oocyte, is of interest in guiding our understanding of granulosa-oocyte health. In this context, it becomes very interesting to study the effect of extending the superstimulation protocol by 3 days on the global gene expression of follicular cells.

Therefore, the objective of the study was to compare the transcriptomic profile of granulosa cells from ovarian follicles exposed to a short duration (conventional 4-day treatment) vs long duration (7-day treatment) of FSH-stimulated growth. Our hypothesis is that more follicles will advance in differentiation and this will improve LH responsiveness.

## Methods

### Animals and treatments

Twelve mature Hereford cross-bred beef cows, weighing 515 to 795 kg, and maintained in outdoor pens, were used. Procedures were conducted in accordance with the guidelines of the Canadian Council on Animal Care and were approved by University of Saskatchewan Protocol Review Committee.

A luteolytic dose of prostaglandin F_2α_ (PGF_2α_; 500 μg cloprostenol im; Estrumate, Schering-Plough Animal Health, Pointe-Claire, PQ, Canada) was given twice, 14 days apart to synchronize estrus. The ovaries were examined by transrectal ultrasonography every 24 h after the second PGF_2α_ treatment to detect ovulation. Five to 8 days after ovulation, follicles ≥ 5 mm in diameter were ablated by transvaginal ultrasound-guided follicle aspiration to synchronize the emergence of a new follicular wave 1 day later [27]. An intravaginal progesterone-releasing device (CIDR-B, 1.38 g progesterone, Pfizer Canada Inc., Kirkland QC, Canada) was placed in the vagina immediately after follicle ablation.

The cows were allocated randomly to two groups (*n* = 6/group) and given either a 4-day (conventional FSH) or 7-day (long FSH) superstimulatory protocol (Fig. 1). Starting on the day of wave emergence (Day 0), i.e., 1 day after follicle ablation, cows in the conventional FSH group were given 8 im treatments of FSH (Folltropin-V; Bioniche Animal Health, Belleville ON, Canada; each equivalent to 25 mg of NIH-FSH-P1) at 12-h intervals over 4 days. Cows in the long FSH group were given 14 im treatments of FSH over 7 d (each dose equivalent to 25 mg of NIH-FSH-P1). Cows in the conventional FSH group were given two luteolytic doses of PGF_2α_ im 12 h apart on Day 3, whereas the cows in the long FSH group were given the same PGF_2α_ treatment on Day 6. The CIDR was removed concurrent with the second prostaglandin treatment. Cows were treated with 25 mg LH im (Lutropin-V, Bioniche Animal Health) 24 h after CIDR removal. Cows were ovariectomized 24 h after LH treatment.

**Fig. 1:**
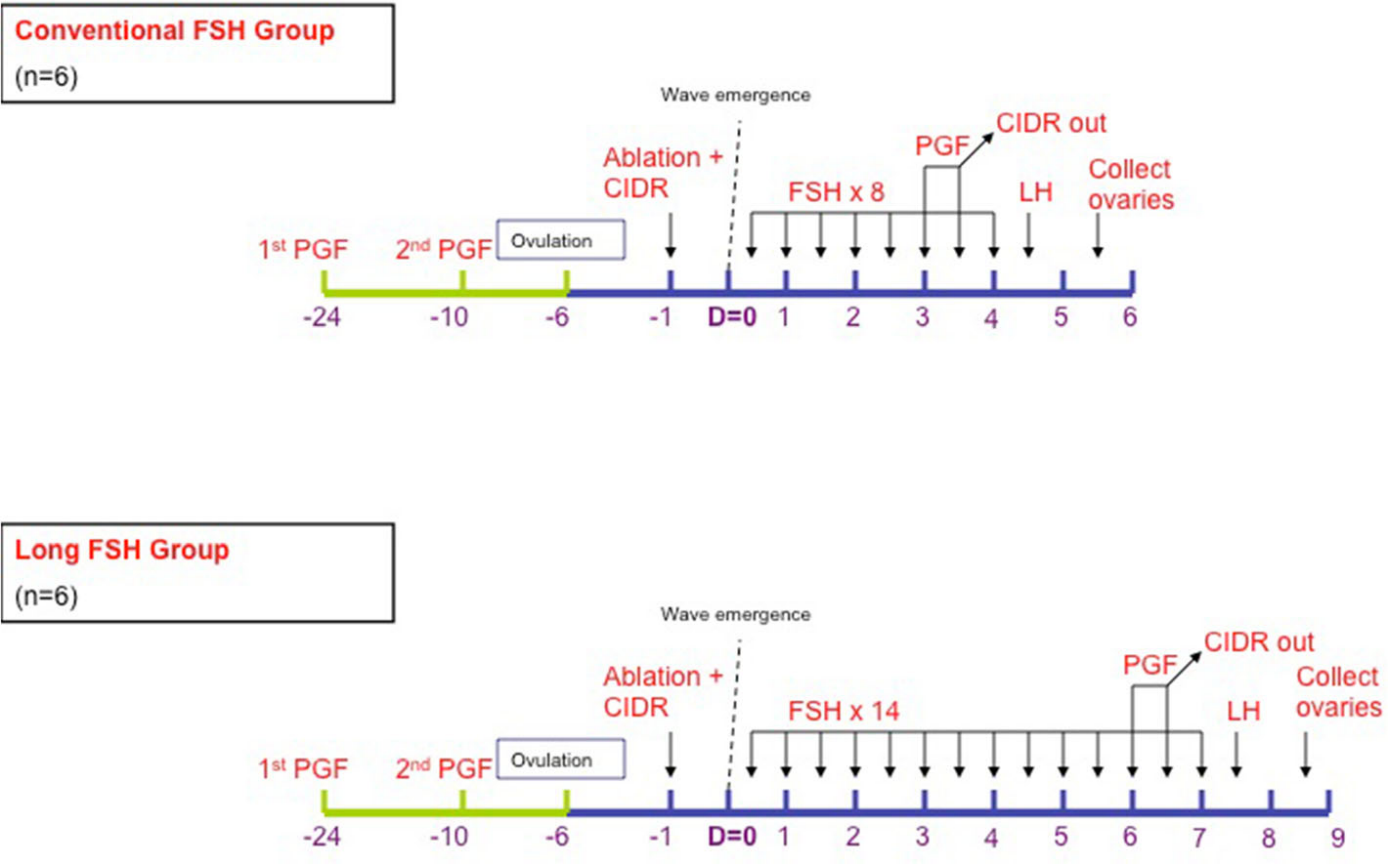
Experimental protocol used to test the effect of the duration of FSH superstimulation on gene expression of granulosa cells in cattle. Transvaginal ultrasound-guided follicle ablation was performed 5 to 8 days after ovulation to synchronize wave emergence (Day 0). Beginning on Day 0, FSH was given at 12-h intervals for 4 days (conventional FSH group) or 7 days (long FSH group; *n* = 6 cows per group). Cows were given PGF_2α_ twice on Day 3 in the conventional FSH group or Day 6 in the long FSH group. Cows were ovariectomized 24 h after LH treatment

### Tissue collection

Bilateral ovariectomy was performed by colpotomy, as described [28]. Briefly, caudal epidural anesthesia was induced with 2% lidocaine HCl and 0.01 mg/ml of epinephrine (Bimeda-MTC Animal Health Inc., Lavaltrie, QC, Canada). The perineum was washed using an iodine-based detergent and solution. A small incision was made in the dorso-lateral aspect of the vaginal fornix using a scalpel blade; the peritoneum was manually punctured to allow access to the peritoneal cavity. The mesovarium was compressed with a lidocaine/epinephrine-soaked gauze and a plastic clip was placed across the ovarian pedicle to compress the ovarian vessels. The chain of an ecraseur (19” Chassaignac; German-made; Jorgensen Lab, Loveland, Colorado, USA) was looped around the ovary and slowly tightened until the ovarian pedicle was severed. The ovaries were placed in a polyethylene bag on ice and transported to the laboratory within 5 min after collection. After ovariectomy number of follicles ≥ 5 mm was counted and the three largest follicles (in the pair of ovaries) were selected. The goal was to include both antral and mural granulosa cells in the sample for analysis. Follicular contents were aspirated using a 20 gauge needle and a syringe, and the follicle was flushed 3 times with Dulbecco’s phosphate buffer saline (dPBS, Invitrogen Corporation, catalog 14,190–144, Burlington, ON, Canada). The cumulus-oocyte-complex was identified by stereomicroscopy and separated from the follicular aspirate, and the remainder of the follicular aspirate and the saline flush was centrifuged to collect antral granulosa cells. The collapsed follicle was then opened in half using a scalpel blade. Identification of the 3 largest follicles was confirmed using a ruler to measure follicle diameter. The inside of the follicular wall was scraped with a microbiology culture-loop (LightLabs, catalog # PD104, Dallas, TX, USA) to remove the mural layer of granulosa cells, which were then placed together with the antral granulosa cells. The granulosa sample (mural and antral) of each follicle was placed in an Eppendorf tube (sterile, RNAse- and DNAse-free) and plunged into liquid nitrogen and stored at -80 °C for microarray and RT-PCR analyses. The follicular fluid was stored at -80 °C for radioimmunoassay of progesterone and estrogen concentrations.

### RNA extraction and amplification

Total RNA was extracted using the Trizol extraction method, according to the manufacturer’s instructions (Invitrogen Life Technology; Thermo Fisher Scientific, Waltham, Massachusetts, USA), and resuspended in 50 μl of nuclease-free water. The RNA was purified using the Arcturus *PicoPure RNA* Isolation and purification Kit (Catalog KIT0204, Applied Biosystem, Concord, Ontario, Canada) following the manufacturer’s protocol. The purification process included DNAse treatment to remove genomic DNA, and final purified RNA was recovered in 15 μl of elution buffer. RNA quality was evaluated using a Bioanalyzer-2100 (Agilent Technologies Inc., Palo Alto, CA, USA) with the RNA NanoLab Chip (Catalog # 5067–1511; Agilent; Santa Clara, California, USA). RNA samples with an RNA integrity number (RIN) greater than 5 were used for microarray hybridizations. A linear amplification process was chosen with the intent of increasing the amount of RNA for microarray hybridizations. Equal amounts of RNA from the three largest follicles were pooled and a total of 5 ng of RNA from the pooled sample was used for RNA amplification. Linear amplification was performed using two 6-h rounds of T7 RNA polymerase (RiboAmp HS^Plus^ RNA Amplification Kit; Molecular Devices, Sunnyvale, CA, USA), following manufacturer’s directions, and the amount of antisense RNA (aRNA) produced was measured using NanoDrop ND-1000 (NanoDrop Technologies, Wilmington, DE, USA).

### Sample labeling, hybridization and microarray scanning

For each sample, 2.5 μg of aRNA were labelled using DY-547/647 (Red - CY5 and Green CY3) fluorescent dyes from ULS Labelling Kit (EA-006, Kreatech Diagnostics, Amsterdam, The Netherlands) according to the manufacturer’s protocol. With the intent of removing any non-reacted ULS-label material, another round of aRNA purification was performed using the Pico-Pure RNA Isolation Kit but without DNAse I treatment. Pure labeled aRNA was eluted with 11 μl elution buffer. Labelling efficiency was measured using the NanoDrop ND-1000. A minimum of 30 pmol/μg of labeling signal was required to proceed with hybridization. A hybridization mix was prepared using: 825 ng each of cyanine (Cy3 and Cy5) labeled amplified aRNA; Agilent and tomato spikes; nuclease free water; 10× blocking agent; and a 25× fragmentation buffer, n a total volume of 55 μl. The hybridization mix was then pipetted into the hybridization slides. Three biological replicates in each group (conventional vs long FSH) were used in the experimental design, in a dye-swap set up. Overall, 6 hybridizations were performed using a custom-built bovine oligo-microarray slide (EmbryoGENE EMBV3 manufactured by Agilent; Design ID: 028298, GEO accession # GPL13226). The slide contained 45,220 oligo-nucleotide probes. Each gene had a duplicate oligo-nucleotide probe and the slide also included Agilent’s positive and negative controls (4 arrays per slide; 44 K probes per array). Oligo-nucleotide sequences were taken from Oligo Microarray Consortium database (BOMC, http://www.bovineoligo.org).

Hybridization were performed (Agilent Technologies Inc., Palo Alto, CA, USA) using 2× GEx hybridization buffer HI-RPM, at 65 °C in a preheated oven for 17 h with a rotator speed of 10 rpm. Slides were washed with two buffers from the Gene Expression (GE) wash buffer kit (Agilent Technologies Inc., catalogue # 5188–5327), according to manufacturer’s protocol. Slides were then dipped in 100% acetonitrile for 10 s at room temperature and washed with stabilization and drying solution for 30 s at room temperature. The slides were scanned immediately using a Power scanner (Tecan US Inc., Durham, NC, USA). After image acquisition, scanned images were analyzed and quantified using Array-Pro Analyzer software (Media Cybernetics, Silver Spring, MD, USA).

### Data normalization and statistical analyses

Raw signal intensity files were uploaded to the EmbryoGENE Laboratory Information Management System (LIMS) and microarray analysis platform (ELMA). Quality control was evaluated using Gydle software (http://www.gydle.com/). Signal intensity files were analyzed using FlexArray software (version 1.6.1; [29]. Simple background subtraction was done with the FlexArray software using the median foreground intensity files. If background intensity was higher than the obtained foreground intensity, negative values were replaced with 0.5 as a default. Data were normalized within and between arrays using the Loess and Quantile normalization methods, respectively. Linear Models for Microarrays (Limma) was performed to obtain differentially expressed genes in the long FSH group relative to the conventional FSH group [30, 31] using a fold-change of ≥ 2 and a *P*-value of ≤0.05 as a threshold. The false discovery rate (FDR) was determined using the Benjimeni-Hocheberg method to narrow down the true positive genes. A fold-change of ≥ 2 and *P* value of ≤ 0.05 was also used for FDR. Data were deposited in NCBI Gene Expression Omnibus 226 (www.ncbi.nlm.nih.gov/geo/) with a GEO series accession number; GSE80289. A *p*-value of ≤0.1 was taken as statistically significant for RT-PCR data.

### Functional annotation and pathway analysis

The list of differentially expressed gene generated by Limma analysis was uploaded into Ingenuity Pathways Analysis (IPA Version: 14400082; Ingenuity Systems, www.ingenuity.com) to identify gene networks. Gene networks were used to identify likely biological functions, molecular processes and disorders, and most related pathways. IPA analyses are based on data from human and mouse studies.

### Real-time PCR (RT-PCR)

Seven genes (*NTS, PTGS2, PTX3, RGS2, INHBA, CCND2* and *LRP8*) were selected for validation using RT-PCR. Primers were designed using Primer3 (v.0.4.0, http://frodo.wi.mit.edu/primer3/), analyzed using IDT PrimerQuest tool (Oligo Analyzer, http://scitools.idtdna.com/analyzer/Applications/OligoAnalyzer/; https://www.idtdna.com/calc/analyzer), and blasted using NCBI (http://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome; http://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=blastn&BLAST_PROGRAMS=megaBlast&PAGE_TYPE=BlastSearch&SHOW_DEFAULTS=on&LINK_LOC=blasthome). Selected primers met the following criteria: 20 to 24 base pairs, 55° to 65 °C melting temperature, 40% to 60% of CG content, no hairpin, self-dimer or hetero-dimer formation, and specific to the gene of interest. A list of the primers selected is presented on Table 1.

**Table 1:** Primers used for RT-PCR

Genes	Strand	Primer sequence	Annealing temperature (°C)
	Forward	5’-CATGAGATGGCAGTCAATTTGT-3’	53.6
EIF2B2	Reverse	5’-CTTGAACATAGGAGCACAGACG-3’	55.5
	Forward	5’-TGTGTCCCTCTTGCTGAGTTT-3’	56.4
SF3A1	Reverse	5’-ATTCCTGGTTTCACGTCTCCTA-3’	55.5
	Forward	5’-TGGACTCAGAAGTATGCGATGT-3’	55.8
UBE2D2	Reverse	5’-CTTCTCTGCTAGGAGGCAATGT-3’	56.6
	Forward	5’-AGTGTTCCCTCTTGGAAAATGA-3’	60
NTS	Reverse	5’-TCTTCCTGAATCAACTCCCAGT-3’	60.1
	Forward	5’-AAAGCTCTAGGGGGTTCTCGT-3’	56.3
PTGS2	Reverse	5’-TGTCAGCACATCCAGGGTAA-3’	56
	Forward	5’-GGCAGACTCACAGGCTTCAATATC-3’	57.6
PTX3	Reverse	5‘-CCTTCTCCAGTCTCCCTTTCAACT-3’	58.2
	Forward	5’-AAAGCCGCAGATCACCACAGAA-3’	59.3
RGS2	Reverse	5’-TCCAGCTTGAGACACACCACAT-3’	58.6
	Forward	5’-CGACTTCATCGAACACATCCTTCG-3’	57.7
CCND2	Reverse	5’-CTATTCAGCAGCACCACCTCAATC-3’	57.8
	Forward	5’-ACGCAAAGTTCTCGCAAGCTCA-3’	59.7
LRP8	Reverse	5’-TGCC ATTTCCTCCTCAAACAGG-3’	57.6
	Forward	5’-CCAAAGGATGTACCCAACTCTC-3’	59.8
INHBA	Reverse	5’-GTCCGATGTCGTCCTCTATCTC-3’	60.7

Primers were tested by performing RT-PCR of cDNA from pooled granulosa cell samples. After cDNA was amplified during the PCR reaction (see below), the amplicon was run by electrophoresis on a standard 1% agarose gel to determine the size of the band. The band was cut and eluted using a QIAquick Gel Extraction kit (Cat# 28704, Qiagen, Toronto, ON, Canada), quantified using NanoDrop ND-100 and sequenced (3 × ABI 3730xl Sanger sequencing). Primers were only used if the sequence matched the desired amplicon. The amplicon was also used for generating a standard curve. The standard curve went from 10^− 2^ to 10^− 11^ ng/μl. Real time PCR was performed on a Stratagene Mx3005P fast thermal cycler (Applied Bioscience, Concord, Ontario, Canada) using SYBR Green master mix (Applied Bioscience). Cycle threshold (Ct) was recorded, and the expression of the gene of interest was normalized to the geometric mean of UBE2D2, EIF2B2 and SF3A1 using the Relative Expression Software Tool [32].

### Radioimmunoassays

Follicular fluid concentrations of estradiol and progesterone were measured by radioimmunoassay. Slaughterhouse ovaries were used to obtain a charcoal-extracted pool of fluid from follicles 3 to 8 mm in diameter, which was used to prepare the standards and dilute follicular fluid samples. The standard curve ranged from 5 to 1000 pg/ml for estradiol and 0.1 to 40 ng/ml for progesterone. Samples were diluted using the charcoal-extracted pooled follicular fluid so that hormone concentrations fell within the limits of the standard curve and samples were assayed in duplicates. Estradiol was measured with a modified human double-antibody radioimmunoassay kit (Catalog # KE2D1, Coat-A-Count; Siemens Healthcare Diagnostics Inc.; Mississauga, ON, Canada), using dilutions that ranged from 1:25 to 1:500. Estradiol was measured in two assays; the intra-assay coefficient of variation was 11% and the inter-assay coefficient of variation was 8%. Progesterone was measured using a commercial radioimmunoassay kit (Catalog # TKOP1, Coat-A-Count; Siemens Healthcare Diagnostics Inc.; Mississauga, ON, Canada) and all samples were diluted 1:10 and measured in a single assay. The intra-assay coefficient of variation was 6%. Hormone data were compared between groups by student’s t-test.

## Results

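Granulosa cells, which line the follicle and make estradiol until the LH surge, were collected 24 h after LH, and RNA of the 3 largest follicles of each cow was pooled. RNA of 3 cows given FSH for 7 days (long FSH group) was hybridised against RNA of 3 cows given FSH for 4 days (conventional FSH group) on 6 arrays of the EmbryoGENE bovine platform. Each pair of cows was hybridised on 2 arrays with the dyes swapped. Both arrays of a pair hold the same extracts, so they were averaged and counted as 1 replicate, and n = 3 cow pairs throughout. The authors deposited the scanner's median foreground and background intensity of every spot, and a table of processed log2 ratios of the same arrays. From the intensities, local background was subtracted, values at or below 0 were set to 0.5, and log2 ratios were normalized by loess within arrays, after the study's methods. Quantile normalization between arrays was applied to the mean intensities only, and left the log2 ratios as loess made them. Limma was then fitted to the mean log2 ratios of the cow pairs. A probe was tested where its signal lay above the mean plus 2 SD of the negative control spots in at least 3 of the 6 readings of either group. This left 23480 of 43794 probes, of which 12990 carried a gene symbol. They stand for 9936 genes, each represented by its brightest tested probe. Per array and dye, 41.8% to 51.4% of the probes were above background (median 45.6%). The median foreground intensity was 127 to 220 and the median background 19 to 49, and at most 5 spots were saturated. Across the tested probes, which are not independent replicates, the swapped arrays correlated with r = 0.43 in cow pair 1, 0.65 in pair 2 and 0.24 in pair 3. The log2 ratios of pairs 1 and 2 correlated with r = 0.43, and those of pair 3 with r = 0.16 to either of the others. The number of arrays limits the precision of every value. The labels of the samples and the design text of the series give opposite dyes for the groups, and the array files alone do not settle which holds. Log2 ratios are given as long FSH over conventional FSH in the direction that the design text shares with the study's legends, called likely for that reason. In it, all 31 tested genes of Table 2 and the network have the sign the study gives them. The study chose these genes on the same arrays, so their sign is not independent evidence of the direction. Turning the sign would exchange higher and lower in every value.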

A total of 1031 genes were differentially expressed in the long FSH group compared with the conventional FSH group (Fig. 2). Of the differentially expressed genes, 416 had lower expression (i.e., down regulated) and 615 had higher expression (i.e. up-regulated) in the long FSH group compared with the conventional FSH group (≥ 2-fold change; *P* value ≤ 0.05), and 142 were novel transcripts. 

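At the study's threshold of P and fold change, applied here to limma's unadjusted p (0.05 or less, at least a 2-fold difference), 582 probes were higher and 342 were lower in the long FSH group, in the likely direction. With the sign turned, 342 would be higher and 582 lower. The paper's measurements that use no array dye run with the unturned direction, since it reports NTS, PTGS2, PTX3 and RGS2 as higher by RT-PCR, and less estradiol and more progesterone in follicular fluid after long FSH. By gene, 331 were higher and 198 were lower. Genes of the ovulatory response such as PTX3, VNN2 and PTGS2 were among those higher, and genes of the growing follicle such as INHBA, LRP8 and CYP19A1 among those lower. Of the 924 probes past this threshold, 864 lay on the same side in all 3 cow pairs, as did 503 of the 529 genes. Probes without a gene symbol made up 178 of the higher and 101 of the lower probes. The paper states that it used a false discovery rate filter (Benjamini-Hochberg) at the same limits. Here no probe and no gene reached an adjusted p of 0.05 in limma over all those tested. The smallest adjusted p was 0.127 for a probe and 0.137 for a gene. With the cows compared 3 against 3, the real groups gave 811 probes past the study's threshold, and another split of the same cows gave 841. An unadjusted p of 0.05 or less at any fold change was found for 2221 probes, where 1174 would be reached by p alone with no difference, and for 987 genes, where 496.8 would be. When the 6 arrays entered limma one by one with the cow pair as replicate block, 590 probes and 400 genes passed the adjusted threshold. That fit used a single correlation of 0.145 between the 2 arrays of a pair for all probes. Those arrays therefore counted largely as separate replicates, though they hold the same extracts. All 590 probes are among the 924, which come from the same arrays.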

The 10 most up- and down-regulated granulosa cell gene transcripts in the long FSH group compared to the conventional FSH group are listed in Table 2.

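Of the 16 genes of Table 2, 15 had a probe that carries the symbol and was above background. At the study's threshold 8 were higher and 5 were lower in the long FSH group, and GFRA1 and BEX2 did not pass. The counts were also 8 and 5 when adjusted over the list alone and 0 over all genes. The study chose these genes on the same samples, so the list is not independent evidence of their direction. GIMAP4, a GTPase of immune cells, had a log2 ratio of 3.62 ± 0.76 (SD, n = 3 cow pairs) with an adjusted p of 0.137 from limma. GRIA3, a glutamate receptor subunit, was at 4.10 ± 2.75, with 2 of 6 readings above background in the conventional FSH group, and CRISPLD2 at 3.51 ± 3.44, where pair 3 alone gave -0.34. GFRA1, a receptor of glial cell line-derived neurotrophic factor, was at 3.81 ± 4.45, with 8.10 in pair 1 and -0.79 in pair 3. Among the lower genes, SRGN, which encodes the proteoglycan serglycin, was at -3.13 ± 2.81. The brightest probe of BEX2 was at -1.24 ± 1.57 and its other probe at -3.17. Limma's camera gave the list an adjusted p of 0.217. The preranked form of camera, a different test, called it with the cow pair as replicate block over the 6 arrays. The list holds genes of both directions, so neither test of a shared direction says whether they changed. Beyond the genes the study names, the largest log2 ratios that passed the threshold in the same direction in all 3 pairs were ASB9 at 3.57 ± 2.94, TM4SF1 at 3.51 ± 1.74 and XIRP1 at 3.50 ± 0.41. For XIRP1 too, 2 of 6 readings were above background in the conventional FSH group. They were followed by the ubiquitin-like gene UBD at 3.47 ± 1.53, LOC504773 at 3.44 ± 1.65, the cytokine IL18 at 3.41 ± 1.44 and the antigen-presenting BOLA-DRB3 at 3.13 ± 1.59. The other probe of UBD was only at 0.24 and that of IL18 at 0.65. In cow pairs 1, 2 and 3, UBD was at 2.73, 2.45 and 5.23 and BOLA-DRB3 at 2.04, 2.39 and 4.96. Over 14 tested leukocyte markers the median log2 ratio was high in pair 3 alone, at 0.37, 0.09 and 1.98 in pairs 1, 2 and 3, and 10 of them did not pass the threshold. Of the genes lower in all 3 pairs that the study does not name, ANO4 had the largest fall past the threshold, at -2.95 ± 2.06. Next were VWA1 at -2.88 ± 1.27, TNNI3 at -2.85 ± 1.38, the calcium-binding CALB2 at -2.52 ± 0.70 and the aminopeptidase ENPEP at -2.40 ± 1.06. For ENPEP, 2 of 6 readings were above background in the long FSH group. Of the 3 other probes of TNNI3, 2 pointed the other way.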

**Fig. 2:**
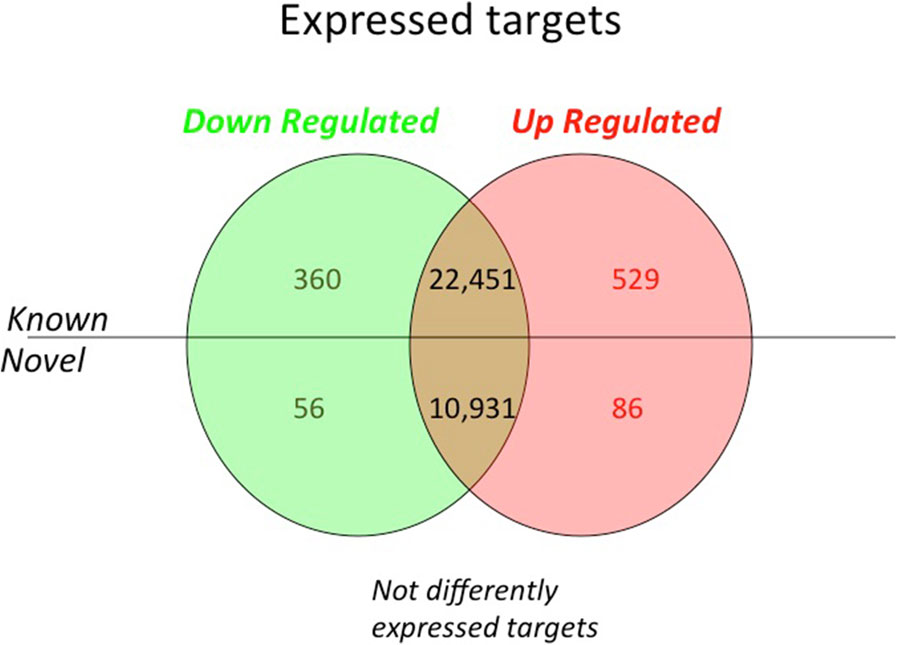
Venn diagram summarizing microarray analysis of bovine granulosa cells sampled from cows after a long (7-day) vs conventional (4-day) FSH superstimulatory treatment protocol. Cells were obtained from the FSH-stimulated follicles 24 h after exogenous LH treatment in both groups. Limma was used for statistical analysis and up- and down-regulated genes were identified as those expressing ≥ 2-fold-change with a *P* value of ≤ 0.05

**Table 2:** The top 10 up- and down-regulated genes in bovine granulosa cells sampled from cows after a long (7-day) vs conventional (4-day) FSH superstimulatory treatment protocol (3 largest follicles pooled)

Genes	Description	*P* value	Fold change
Up-Regulated			
PTX3	Pentraxin 3	3.7 × 10^−13^	5.904
VNN3	Vanin 3	3.3 × 10^−11^	5.281
POSTN	Pcriostin, Osteoblast specific factor	1.4 × 10^−07^	4.241
PTGS2	Prostaglandin cndopcroxidc synthase 2	1.5 × 10^−07^	4.182
GRIA3	Glutamate receptor, ionotropic, AMPA3	8.4 × 10^− 07^	4.175
RGS2	Regulator of G protein signaling 2	2.9 × 10^−06^	3.702
GFRA1	GDNF family receptor alpha I	7.5 × 10^−05^	3.679
PLA2G4A	Phospholipase A2 group Iva (cytosolic, Ca dependent)	4.4 × 10^−07^	3.605
CRISPLD2	Cysteine rich secretory protein LCCL domain containing 2	2.9 × 10^− 05^	3.604
GIMAP4	GTPase IMAP family member 4	9.0 × 10^−12^	3.545
Down-Regulated			
INHBA	Inhibin beta A	2.0 × 10^−07^	−3.978
LRP8	Low density lipoprotein receptor-related protein 8	1.4 × 10^−07^	−3.784
CCND2	Cyclin D2	5.9 × 10^−09^	− 3.437
SRGN	Serglycin	1.2 × 10^−05^	−3.055
BEX2	Brain expressed X-linkcd 2	3.3 × 10^−07^	−3.055
INHBB	Inhibin beta B	2.9 × 10^−07^	−3.031

### Functional classification of transcripts

Among 1031 differentially expressed genes or isoforms, 889 were annotated for functional classification by Ingenuity Pathway analysis (IPA) software. Analysis of molecular (*P*-value range from 4.05 × 10^− 19^ to 2.77 × 10^− 04^) and cellular functions (P-value range from 2.12 × 10^− 04^ to 2.55 × 10^− 04^) revealed that those most affected by long FSH treatment were related to cellular growth and proliferation, cell death, cellular development, and cellular function and maintenance (based on number of genes in the function). 

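Genes of the cell cycle, listed from general knowledge before the data were examined, were lower in the long FSH group. Of 37 tested members, 23 were lower at the study's threshold, none was higher and 14 did not pass. All 23 also passed when adjusted over the list alone, and none passed when adjusted over all genes. The log2 ratio was below 0 in all 3 cow pairs for 32 of the 37, and the median over the list was -1.11, -1.29 and -1.24 in pairs 1, 2 and 3. UBE2C, which marks mitotic proteins for destruction, was at -2.34 ± 0.95 (SD, n = 3 cow pairs), with an adjusted p of 0.199 from limma. The survivin gene BIRC5 was at -2.15 ± 0.35, cyclin A2 (CCNA2) at -2.09 ± 0.38 and the mitotic kinase gene CDK1 at -1.36 ± 0.08. The other probe of BIRC5 was at -1.53, and that of CCNA2 only at -0.24. Outside the list, PTTG1 (securin), which inhibits separase, was at -2.40 ± 0.25, the cohesin acetyltransferase gene ESCO2 at -2.37 ± 1.09 and the centromere gene MIS18A at -2.27 ± 0.79. The other probe of PTTG1 was at -1.80 and that of MIS18A at -0.53, and those of ESCO2 at -1.34 and -0.51. Against all other genes, limma's camera gave the list an adjusted p of 2.90e-26 with its preset correlation between genes, and the call was lost with an estimated correlation (adjusted p = 0.147). Its estimated correlation was -0.0016, below the preset of 0.01, so correlation between the genes is not why the call was lost. Limma's fry, which asks only whether the genes move one way on balance, gave an adjusted p of 0.0163 for a fall.

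**Figure D1:**
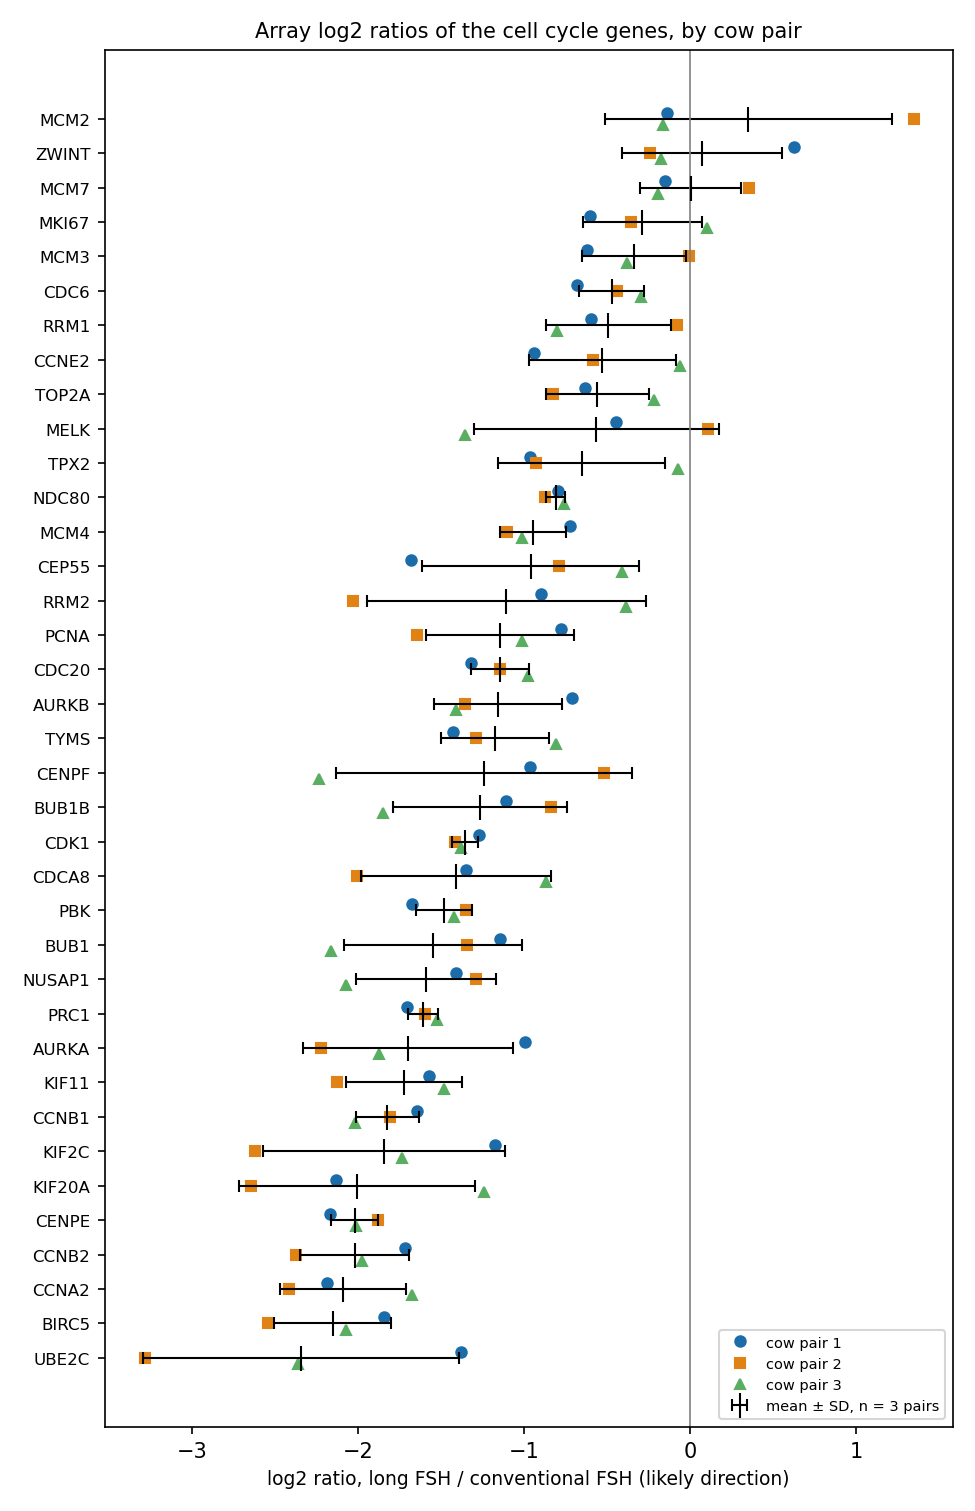
Log2 ratio of long FSH over conventional FSH (horizontal axis, likely direction) for the 37 tested cell cycle genes, one line per gene. Coloured symbols are the 3 cow pairs, each the mean of its 2 dye-swapped arrays, and the black tick and bar are their mean and SD. All 3 pairs lie left of 0 for 32 genes.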

The most affected disease categories were cancer, genetic disorders, tissue development, and reproductive system disease.

### Network analysis

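Of 30 genes of the ovulatory cascade, those that the LH surge is known to induce in granulosa cells, 24 were tested. In the long FSH group 8 were higher at the study's threshold, none was lower and 16 did not pass. When adjusted over the list alone 7 passed, and over all genes none. The study itself names 10 of the 24 tested members. Among these 10 are 7 of the 8 past the study's threshold and all 7 that passed over the list alone. The counts are therefore not independent of the study's own choice of genes. PLAT, tissue plasminogen activator, had a log2 ratio of 2.10 ± 1.40 (SD, n = 3 cow pairs), with an adjusted p of 0.322 from limma. TNFAIP6, a matrix protein of the expanding cumulus, was at 2.16 ± 3.23 and did not pass, with 5.46 in pair 1, 2.04 in pair 3 and a value below 0 in pair 2. The median over the list was 0.82, and 1.49, -0.02 and 0.94 in pairs 1, 2 and 3. Limma's camera called the list higher with its preset correlation (adjusted p = 0.000886) and no longer with an estimated correlation (adjusted p = 0.434).

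**Figure D2:**
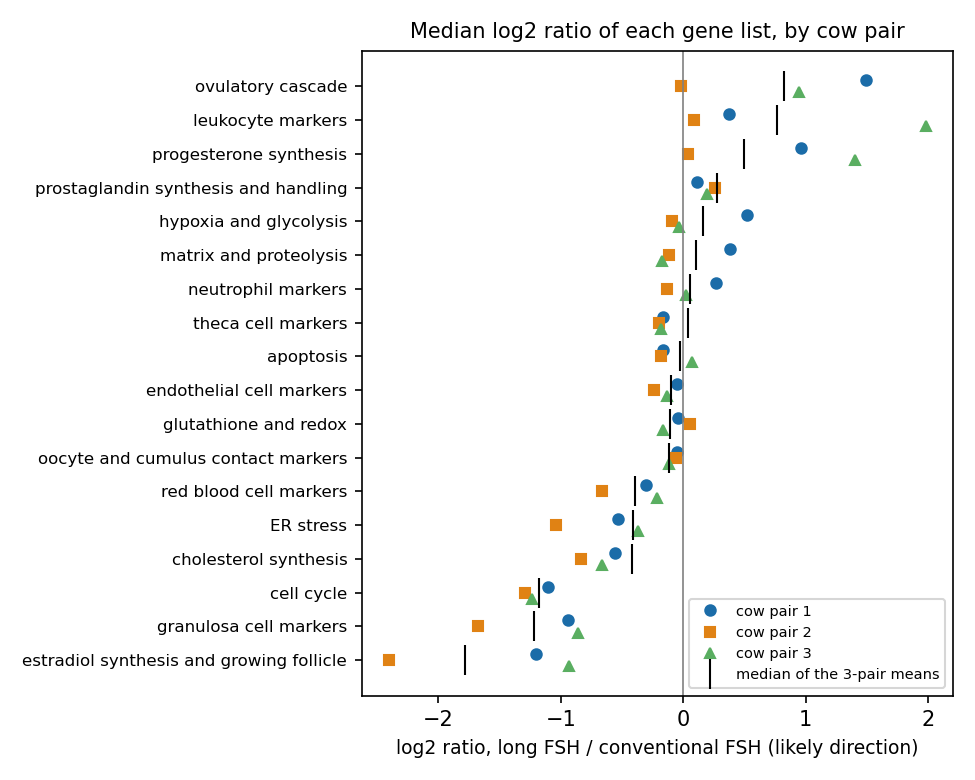
Median log2 ratio of long FSH over conventional FSH (horizontal axis, likely direction) of the gene lists fixed before the data were examined, one line per list. Coloured symbols are the medians within each of the 3 cow pairs, and the black tick is the median of the genes' means over the pairs. The cell cycle list lies between -1.11 and -1.29 in the 3 pairs, and the ovulatory cascade between -0.02 and 1.49.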

In the network of differentially expressed granulosa cell genes (generated with IPA software; Fig. 3), most markers were those of LH responsiveness, oocyte nuclear maturation, and oocyte competence. 

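STAR, which carries cholesterol into the mitochondrion for steroid synthesis, had a log2 ratio of 2.94 ± 1.35 (SD, n = 3 cow pairs) and was higher in the long FSH group in all 3 pairs, with an adjusted p of 0.211 from limma. Of the 13 genes that the study reports as up-regulated in its network, 10 were higher at the study's threshold and 3 did not pass, which are MAPK14, IGF2 and TNFAIP6. When adjusted over the list alone 10 passed, and over all genes 0. The study chose this list on these samples, so it is not independent evidence of the direction. The antioxidant enzyme gene PRDX1 was at 1.49 ± 1.11 and the selenoprotein gene SELENOP (printed SEPP1) at 1.45 ± 0.66. PRDX1 passed in 22 of 26 alternative settings, and not without pair 1 or without pair 2. MAPK14 was at 0.31 ± 0.56, and its other probes at 0.32 and 1.10. IGF2 was at 1.60 ± 2.20, with 3.09 in pair 1 and -0.93 in pair 3. The median over the list was 4.34, 2.76 and 1.20 in pairs 1, 2 and 3. Limma's camera called the list higher with its preset correlation (adjusted p = 2.16e-10) and not with an estimated correlation (adjusted p = 0.331). Of 13 genes of progesterone synthesis, listed from general knowledge, 7 were tested. Higher at the study's threshold were 3, lower was 1, and 3 did not pass. With p adjusted over the list alone 3 were higher and 0 lower, and over all genes none passed. Besides STAR, HSD3B1, which completes progesterone, was at 2.93 ± 1.88 and the nuclear receptor gene NR5A2 at 1.30 ± 0.66, though 1 of the 2 other probes of NR5A2 pointed the other way. SCARB1, the receptor that takes up cholesterol from lipoproteins, was lower at -1.46 ± 1.41. Limma's camera did not call this list (adjusted p = 0.181). The preranked form of camera, a different test, did with the cow pair as replicate block over the 6 arrays.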

The genes found to be up-regulated were: *regulator of G-protein signalling 2* (*RGS2*); *matrix metalloproteinase* (*Mmp*); *vanin* (*VNN2*); *guanosine triphosphate hydrolase* (*GTPase rho - Ras* (homolog); *peroxiredoxin 1* (*PRDX1*); *prostaglandin endoperoxide synthase 2* (*PTGS2*); *steroidogenic acute regulatory protein* (*STAR*); *mitogen activated protein kinase P38* (*P38 MAPK*); *mitogen activated protein kinase 14* (*MAPK14*); *phospholipase A2*, *group IVA* (*PLA2G4A*); *insulin-like growth factor 2* (*IGF2*); *selenoprotein P plasm 1* (*SEPP1*); *periostin osteoblast specific factor* (*POSTN*); *tumor necrosis factor, alpha-induced protein 6* (*TNFAIP6*); *pentraxin 3* (*PTX3*) and *plasminogen activator* (*PLAT*). The genes found to be down-regulated were: *inhibin beta B* (*INHBB*); *follistatin* (*FST*); *serpin peptidase inhibitor clade E member 2* (*SERPINE2*), *vascular endothelial growth factor C* (*VEGFC*), *inhibin beta A* (*INHBA*); *versican* (*VCAN*); *amphiregulin* (*AREG*); *low-density lipoprotein receptor related protein 8* (*LRP8*); *cytochrome P450 family 19 subfamily A polypeptide 1* (*CYP19A1*); *cyclin D2* (*CCND2*); *cyclin dependent kinase 1* (*CDK1*); *progesterone receptor* (*PGR*).

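INHBB, which encodes a subunit of inhibin B and activin B, had a log2 ratio of -2.97 ± 1.66 (SD, n = 3 cow pairs), with an adjusted p of 0.257 from limma. Of the 12 genes that the study reports as down-regulated in its network, 10 were lower in the long FSH group at the study's threshold. AREG and PGR did not pass. Adjusted over the list alone 10 passed, and over all genes 0. These genes too were chosen by the study on these samples, which is not independent evidence of their direction. FST, the activin-binding follistatin, was at -1.76 ± 0.71, the vessel growth factor gene VEGFC at -1.05 ± 0.80 and the matrix proteoglycan gene VCAN at -1.16 ± 0.05. VEGFC passed in 16 of 26 alternative settings, and not without pair 1, without pair 2 or without array 1, 2 or 6. AREG, which encodes the EGF-like amphiregulin, was at -1.63 ± 3.24, with -5.35 in pair 2 and 0.66 in pair 3. It was above background in 3 of 6 readings of the long and 2 of 6 of the conventional FSH group. PGR, the progesterone receptor gene, was at -1.60 ± 2.76, with -4.70 in pair 2 and 0.58 in pair 3. The median over the list was -1.41, -4.02 and -1.25 in pairs 1, 2 and 3. Limma's camera called the list lower with its preset correlation (adjusted p = 7.56e-12) and not with an estimated correlation (adjusted p = 0.434).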

**Fig. 3:**
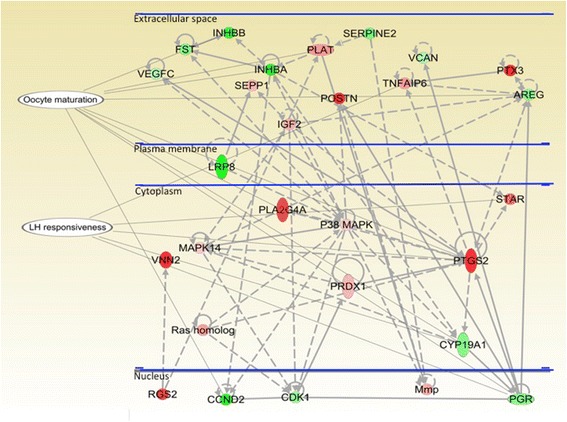
Network of up- (red) or down-(green) regulated genes and their interactions in granulosa cells after long duration of growing phase of dominant follicles (7-day FSH) compared to conventional 4-day FSH treatment (reference group). Cells were obtained from the FSH-stimulated follicles 24 h after exogenous LH treatment in both groups. Genes involved in this network are markers of follicle LH responsiveness, oocyte nuclear maturation and oocyte competence. The differences in color intensity of molecules show the degree of up or down regulation. Network generated by Ingenuity Pathway Analysis software

### Real-time PCR validation

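On the arrays, NTS, PTGS2, PTX3 and RGS2 were higher and INHBA, CCND2 and LRP8 were lower in the long FSH group at the study's threshold, each in all 3 cow pairs. NTS, which encodes the peptide neurotensin, had a log2 ratio of 2.90 ± 1.23 (SD, n = 3 cow pairs), with an adjusted p of 0.199 from limma. RGS2, a regulator of G protein signalling, was at 3.76 ± 2.41, and its other probe at 2.57. INHBA, the inhibin beta A subunit gene, was at -3.79 ± 1.53, the largest fall of any tested gene past the threshold, with an adjusted p of 0.173. The list alone, used for the adjustment, gave 4 higher and 3 lower, and all genes gave none. The study chose these genes on the same arrays, so their direction is not independent evidence. Limma's camera did not call the list (adjusted p = 0.507). The preranked form of camera, a different test, did with the cow pair as replicate block over the 6 arrays. The list holds genes of both directions, so neither test of a shared direction says whether they changed. The 3 reference genes of the RT-PCR did not pass. UBE2D2 was at -0.27 ± 0.15, EIF2B2 at -0.23 ± 0.42 and SF3A1 at -0.17 ± 0.17, and limma's camera did not call them as a list (adjusted p = 0.277).

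**Figure D3:**
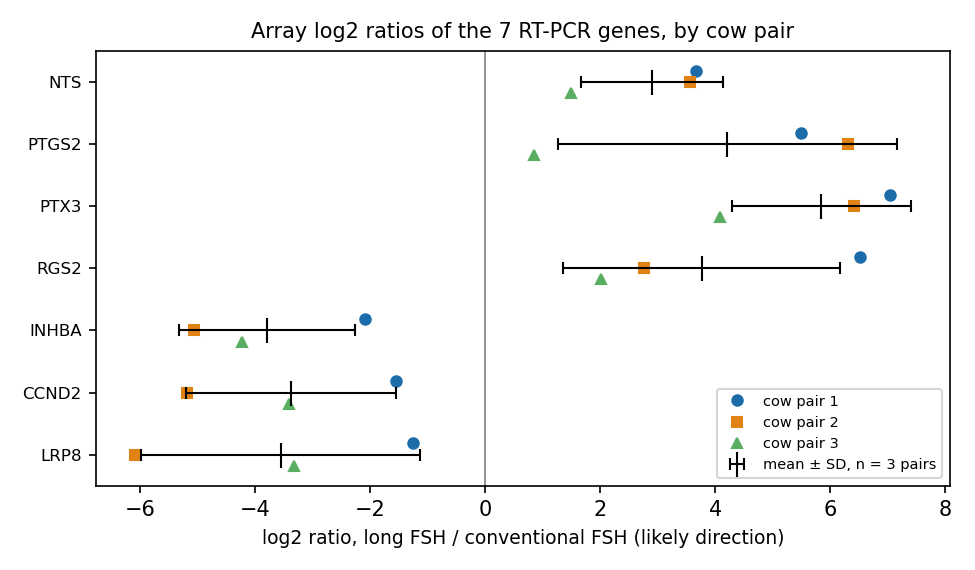
Array log2 ratio of long FSH over conventional FSH (horizontal axis, likely direction) of the 7 genes, one line per gene. Coloured symbols are the 3 cow pairs, each the mean of its 2 dye-swapped arrays, and the black tick and bar are their mean and SD. All 3 pairs lie on one side of 0 for each of the 7 genes.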

Based on microarray data and functional analysis, 7 genes (*NTS, PTGS2, PTX3, RGS2, INHBA, CCND2* and *LRP8*) were selected for validation with RT-PCR. The selection of the genes for validation was based on the role they played in the results, as those genes were involved in the hypotheses being generated by the microarray analysis and not necessarily the genes with the most elevated fold change variations. The selected genes were quantified in three independent biological replicates (samples coming from three different animals) from the long- and conventional-FSH groups. The expression of 4 of 7 genes was statistically different between groups using RT-PCR (*NTS, PTGS2, PTX3* and *RGS2*) with a 90% confidence interval (*P* value ≤ 0.1), indicating a positive validation (Fig. 4). Although expression of the 3 remaining genes was not statistically different between groups (*INHBA, CCND2*, and *LRP8*), numerical differences followed the same trend as that of the microarray dataset. Since we have used a FDR filter, the chances of having false positive genes identified as differently expressed is lower although not impossible. The use of only 3 replicates was justified by the difficulties to generate more materials from such experiments. It is clear that, using more replicates may better support the PCR vs Array results where statistical power is increased by the measurement of 40,000 targets at the same time. The IPA analysis is especially made for such context and the analysis of tens of genes at the same time to assess a function or a pathway is more powerful in somatic tissues than individual PCR changes we can measure. This is the value of whole genome analysis.

**Fig. 4:**
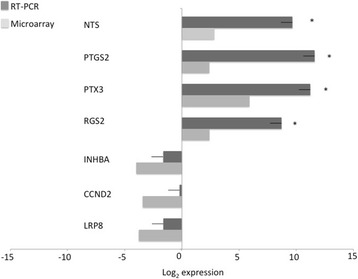
Quantification (log_2_ of fold-change; mean ± SEM) of the mRNA profiles in granulosa cells after a Long (7-day) compared to conventional (4-day, reference group) FSH treatment. Cells were obtained from the FSH-stimulated follicles 24 h after exogenous LH treatment in both groups. Bars extending to the right and left of zero represent up- and down-regulated genes, respectively, in the Long FSH group. RT-PCR data analysis was performed using REST 2009 program. Light grey bars represent expression of transcript in microarray experiment while dark grey bars represent expression of the same transcript obtained by RT-PCR. Asterisk (*) by the side of a bar represent statistical difference (*P* < 0.1) between long FSH in relation to the conventional FSH in RT-PCR experiments

### Follicular fluid analysis

Lower concentrations of estradiol were detected in the follicular fluid in the long FSH group than in the conventional FSH group (27.1 ± 7.6 vs 153.8 ± 32.7 ng/ml, mean ± SEM, *P* = 0.001). Conversely, follicular fluid progesterone concentrations were higher in the long FSH group than in the conventional FSH group (212.9 ± 24.5 vs 99.9 ± 19.7 ng/ml, P = 0.001). Accordingly, the estradiol:progesterone ratio was lower in the follicular fluid of the long- vs conventional-FSH group (0.13 ± 0.04 vs 3.5 ± 0.8, *P* = 0.0006).

## Discussion

The microarray technique provides a global analysis of the transcriptome of a tissue and is a hypothesis-generating tool. Microarray-based comparisons of mRNA transcripts of granulosa cells after 7-day FSH treatment versus the conventional 4-day treatment provide rationale for two postulates: Extending the superstimulation protocol by 3 days 1) activated molecular mechanisms of LH-responsiveness, and 2) increased expression of markers of oocyte competence in the granulosa cells. Therefore, follicles after long FSH were at optimal stage of differentiation to respond to an exogenous LH surge compared to follicles from the conventional FSH group. Taken together with our studies on superstimulation, oocyte maturation, ovulatory potential and embryonic development [16, 17, 25], results of the present study support the notion that 7-day superstimulatory treatment results in healthier follicles and more competent oocytes than the conventional 4-day protocol. Further, our results provide insights into the molecular mechanism for observed biological effects.

The LH surge is an important event that triggers resumption of meiosis in the oocyte and culminates in ovulation. At the molecular level, the LH surge initiates progressive changes in granulosa and theca cell functions including intercellular communications, tissue remodelling, steroidogenic and prostaglandin pathways, and mitosis. The specific genes influenced by the LH surge have been referred to as “markers of LH responsiveness” [33]. In our study, *VNN, POSTN, PLA2G4A, GTPase, Cysteine* (Fig. 3) were up-regulated in the long FSH group; these genes have been described as markers of the LH surge [33, 34]. Conversely, most of the down-regulated genes (*CYP19A1, LRP8, CJA1, INHBA* and *SERPINE2*) are those whose expression increase with dominant follicle growth till the time of LH surge (i.e., markers of pre LH surge) and are normally down-regulated after LH surge [35]. It is interesting to note that animals were ovariectomized 24 h after LH treatment; therefore, follicles in the long FSH group responded better to exogenous LH than those in the conventional FSH group. 

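VNN2, which encodes a pantetheinase of the vanin family, had a log2 ratio of 5.44 ± 2.59 (SD, n = 3 cow pairs), with an adjusted p of 0.202 from limma. It was higher in the long FSH group in each pair, at 7.53, 6.24 and 2.54 in pairs 1, 2 and 3. POSTN, the matrix protein periostin, was at 4.38 ± 2.77, with 6.30, 5.64 and 1.20 in the same pairs and an adjusted p of 0.283. Both passed the study's threshold, though not with the trend and robust options of limma. Neither passed limma's adjusted threshold over all genes.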

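Genes of estradiol synthesis and follicle growth, listed from general knowledge before the data were examined, were lower in the long FSH group. Of 14 tested members 8 were lower at the study's threshold, none was higher and 6 did not pass, and all 14 log2 ratios were below 0. Adjusted over the list alone 8 passed, and over all genes none. The study itself names 8 of the 14, and these are the 8 that passed. Their count is therefore not independent evidence of their direction. CYP19A1, the aromatase that makes estradiol, had a log2 ratio of -1.81 ± 1.36 (SD, n = 3 cow pairs), with an adjusted p of 0.370 from limma and other probes at -1.28 and -0.87. GJA1, the gap junction protein connexin (printed CJA1), was at -2.24 ± 1.67 and the protease inhibitor gene SERPINE2 at -1.87 ± 0.85. INHBA and LRP8 passed as well. The median over the list was -1.20, -2.41 and -0.94 in pairs 1, 2 and 3. Limma's camera called the list lower with its preset correlation (adjusted p = 2.62e-10) and not with an estimated correlation (adjusted p = 0.376). The granulosa cell markers, which share some of these genes, were lower in 3 of 6 tested members both at the study's threshold and when adjusted over the list alone, with none over all genes. Those 3, CYP19A1, INHBA and FST, are also named by the study. The camera call of the granulosa cell markers (adjusted p = 1.85e-05) was lost with an estimated correlation (adjusted p = 0.331). The paper reasons from 3 points, which are higher markers of the LH surge after long FSH, lower expression of genes that rise with follicle growth until the surge, and collection of all cells 24 h after LH. From these it concludes that follicles of the long FSH group responded better to LH than those of the conventional FSH group.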

Although this is a really interesting finding, it may be too early to speculate a specific role of for some of those genes on granulosa cell maturation.

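PTX3, a matrix protein of the expanding cumulus, had the largest log2 ratio of the 9936 genes tested, 5.84 ± 1.56 (SD, n = 3 cow pairs). This is a 57.4-fold higher level in the long FSH group. It was higher in every pair, at 7.03, 6.42 and 4.08 in pairs 1, 2 and 3, and its adjusted p from limma was 0.137. The gene was above background in all 6 readings of the long FSH group and in 5 of 6 of the conventional FSH group.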

*Pentraxin 3* (*PTX3*) was the most up-regulated gene in the study. Previous studies document that its expression increased after the LH surge [36]. *PTX3* is also considered a marker of fertility [37, 38], suggesting that long FSH treatment may be associated with a more competent oocyte. In this regard, the effect of similar superstimulation protocols (long vs conventional FSH) on oocyte competence after in vitro fertilization were compared in a previous study [25] and although no morphologic differences were found between groups, long FSH treatment resulted in the production of 2.5 times more transferable embryos than the conventional FSH group [25]. In addition to the effect of LH on *pentraxin 3* expression, when endoplasmic reticulum stress was artificially activated in cumulus-oocyte complexes, the secretion of *pentraxin-3* was significantly reduced; in vitro fertilization rate was reduced, and embryos were slower to develop [37]. Perhaps a greater expression of *pentraxin* is the molecular explanation for greater embryonic development after a long FSH protocol in our earlier studies [25].

Prostaglandin biosynthesis in granulosa cells depends on the initial release of arachidonic acid from membrane phospholipids, and its production is increased by the LH surge [39]. Two of the up-regulated genes in the long FSH group were related to production of prostaglandin, *PLA2G4A* and *PTGS2*. 

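PTGS2, the enzyme that turns arachidonic acid into prostaglandin, had a log2 ratio of 4.21 ± 2.94 (SD, n = 3 cow pairs), with 5.49, 6.30 and 0.85 in pairs 1, 2 and 3 and an adjusted p of 0.317 from limma. Its other probes were at 0.76 and 2.38, and only 2 of the 6 readings of its brightest probe were above background in the conventional FSH group. PLA2G4A, the phospholipase that releases arachidonic acid, was at 3.59 ± 2.91, with 4.34, 6.06 and 0.39 in the same pairs and an adjusted p of 0.376. These were the 2 genes that were higher at the study's threshold among 12 tested genes of prostaglandin synthesis and handling. The other 10 did not pass, and none passed when adjusted over the list alone or over all genes. PTGS2 and PLA2G4A lost the study's threshold without pair 1 and with the trend and robust options of limma. The median over the list was 0.28, and limma's camera did not call it (adjusted p = 0.149).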

Expression of *PLA2G4A* is responsible for LH-stimulated mobilization of arachidonic acid [40] via the adenyl cyclase/cAMP pathway [39], and expression of *PTGS2* (or *COX 2*) converts arachidonic acid to prostaglandin [41]. Inhibited expression of *PTGS2* has been associated with disturbances in ovulation [42–45]. Further, *PTGS2* was highly expressed in bovine preovulatory follicles after the endogenous LH surge [46], and has been implicated in oocyte maturation by differentially influencing multiple signaling pathways such as cAMP-dependent protein kinase, MAPK, NF-kappaB and phosphatidylinositol 3-kinase/AKT pathways [47]. Evidence of up-regulation of both enzymes (*PLA2G4A* and *PTGS2*) in the long FSH group in the present study is consistent with the concept that such treatment increased follicle maturity and ability to ovulate in response to LH than those after conventional FSH treatment. This concept is supported by the detection of a greater proportion of oocytes in metaphase II after a 7-day FSH protocol that a shorter conventional protocol [17].

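LRP8, a lipoprotein receptor, had a log2 ratio of -3.55 ± 2.42 (SD, n = 3 cow pairs), at -1.25, -6.08 and -3.32 in pairs 1, 2 and 3, with an adjusted p of 0.314 from limma. CCND2, cyclin D2, was at -3.37 ± 1.82 (adjusted p = 0.245 from limma), and was lower in all 3 pairs. CYP51A1, an enzyme of cholesterol synthesis, was at -2.42 ± 1.18 (adjusted p = 0.232 from limma), and its other probes were at -1.50 and -0.88. Of 19 tested genes of cholesterol synthesis, listed from general knowledge before the data were examined, 7 were lower in the long FSH group at the study's threshold, none was higher and 12 did not pass. The same 7 passed when adjusted over the list alone, and none over all genes. All 19 log2 ratios were below 0, and 15 genes were lower in all 3 pairs. IDI1, an isomerase of the pathway, was at -2.07 ± 0.77 and HMGCS1, an early enzyme of it, at -1.78 ± 0.71, though 1 of the 3 other probes of HMGCS1 pointed the other way. The median over the list was -0.55, -0.84 and -0.67 in pairs 1, 2 and 3. Limma's camera called the list lower with its preset correlation (adjusted p = 5.53e-10) and not with an estimated correlation (adjusted p = 0.331).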

Genes encoding the *low-density lipoprotein receptor-related protein 8* (*LRP8*), *cyclin D2* (*CCND2*) and *cytochrome P450 family51 subfamily A polypeptide1* (*CYP51A1*) were all down-regulated in the long FSH group in the present study, and have all been shown to be down-regulated after the LH surge [36, 48, 49]. *Cyclin D2* functions as a regulatory subunit of cyclin dependent kinase 4 or 6 (CDK 4 or 6) whose activity is required for cell cycle G1/S transition. *Cyclin D2* mRNA is present in granulosa cells of growing follicles, and its expression was induced by FSH but rapidly inhibited by LH [50, 51]. When ovulatory doses of human LH were administered to rats, *cyclin D2* mRNA and protein were rapidly decreased and were undetectable within 4 h. The presence of *CCND2* in human cumulus cells at the time of oocyte retrieval is also suggested to be a marker for lower embryo development and consequently low fertility [52]. Our finding that the *cyclin D2* gene was expressed at a higher level after conventional FSH treatment (i.e. down-regulated in long FSH group) demonstrate that extending the superstimulation protocol by 3 days may be beneficial to both follicular and oocyte health.

In an earlier study [24], we found that follicles superstimulated with a conventional 4-day FSH-protocol lagged behind in maturation and differentiation compared to the single (unstimulated) dominant follicle; i.e., most of the up-regulated genes were markers of the follicular growth phase [23]. In the present study, an additional 3 days of FSH stimulation resulted down-regulation of the same genes that had been up-regulated in the previous study using the shorter conventional FSH treatment, suggesting that the extra 3 days of gonadotropin support allowed follicles to reach a more mature, ovulation-ready state.

In cattle, intra-follicular aromatase activity increased during follicular growth [53] but decreased markedly by 24-h after LH [54, 55]. In the present study, the long FSH group had lower intrafollicular concentrations of estradiol and higher concentrations of progesterone than the shorter conventional FSH group. Although direct comparison between the 7-day FSH protocol and a single (unstimulated) dominant follicle was not possible in the present study, follicles in long FSH group were still estrogen active and not fully atretic, based on indirect comparison with follicular fluid concentrations of estradiol and progesterone in subordinate follicles [28]. 

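CASP8, which starts the caspase cascade downstream of death receptors, had a log2 ratio of 1.65 ± 0.43 (SD, n = 3 cow pairs), at 1.19, 1.70 and 2.05 in pairs 1, 2 and 3, with an adjusted p of 0.174 from limma. It was the 1 gene that was higher in the long FSH group at the study's threshold among 17 tested genes of apoptosis. The other 16 did not pass and none was lower. CASP8 also passed when adjusted over the list alone, and no gene passed over all genes. The log2 ratios of the list ran from -0.85 to 1.65, with a median of -0.03 and a mean of 0.03, and limma's camera did not call it (adjusted p = 0.862).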

Few apoptotic genes were up-regulated in the long FSH group in the present study; e.g., *Caspase 8*. Sequential activation of caspases plays a central role in cell apoptosis. 

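AURKA, a kinase of the mitotic spindle, had a log2 ratio of -1.70 ± 0.63 (SD, n = 3 cow pairs), and AURKB, a kinase of chromosome segregation, was at -1.16 ± 0.39. Both were lower in the long FSH group at the study's threshold, with adjusted p of 0.211 and 0.262 from limma. Of the 2 other probes of AURKB, 1 pointed the other way. AURKC was at 0.34 ± 0.65 and did not pass. SLC38A2, the amino acid transporter, was at 0.25 ± 0.46. FBP1, a fructose bisphosphatase, was at -1.61 ± 2.06, with -3.99 in pair 2, and did not pass, and FBP2 was not above background. Of the malate dehydrogenases, MDH1 was lower at -1.02 ± 0.61, and MDH2 was at -0.91 ± 0.32 and did not pass. MDH1 passed in 18 of 26 alternative settings, and not without pair 1, without pair 2 or without array 1, 2 or 6. The list built on the study's remarks on atresia and persistent follicles takes the isoforms of enzymes named without one, and holds CASP8 and AURKC as well. Of its 8 tested genes 1 was higher, 3 were lower and 4 did not pass, and the counts were also 1 higher and 3 lower when adjusted over the list alone and 0 over all genes. Genes that the study chose on these samples are not independent evidence of their direction. Limma's camera did not call the list (adjusted p = 0.0588). The preranked form of camera, a different test, did with the cow pair as replicate block over the 6 arrays, at the same median of -0.96.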

Similar to the long FSH group, down-regulated genes in aged, persistent follicles included *amino acid transporter A2*, *aurora kinase family* (*A* and *B*), *fructose – 1,6 bisphosphatase* and *malate dehydrogenase* [56, 57]. Likewise, *glutathione S-transferase* isoform was up-regulated in both persistent follicles [56] and in the long FSH group in the present study. 

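GSTA1, an alpha class glutathione S-transferase, had a log2 ratio of 3.02 ± 1.74 (SD, n = 3 cow pairs), at 3.01, 4.77 and 1.29 in pairs 1, 2 and 3, with an adjusted p of 0.262 from limma. The microsomal MGST2 was at 1.31 ± 1.03, with its other probe pointing the other way. Both were higher in the long FSH group at the study's threshold. Other glutathione S-transferases did not pass, such as GSTA4 at 0.60 ± 1.05, MGST3 at 0.57 ± 0.63, GSTM3 at -0.55 ± 0.64 and MGST1 at -0.65 ± 0.30. Of 31 tested genes of glutathione and redox metabolism 5 were higher, none was lower and 26 did not pass. Adjusted over the list alone none passed, and over all genes none. The list had a median of -0.11 and a mean of 0.20, and limma's camera did not call it (adjusted p = 0.849).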

Early stages of follicle atresia have been associated with improved developmental capacity of oocytes [58–61]. Perhaps, changes analogous to the static or early regressing phases of a dominant follicle occurred in the long FSH group whereas follicles in the conventional FSH treatment group were still in the less differentiated growing phase.

## Conclusion

In conclusion, the extended protocol activates molecular mechanisms of LH-responsiveness and increases expression of markers of oocyte competence in the granulosa cells. Therefore, extending FSH treatment by 3 days allowed the granulosa cells to differentiate and proper respond to LH stimulus. These results support the notion that 7-day superstimulatory treatment is an alternative to obtain healthier follicles and oocytes.

## Abbreviations

aRNA: Anti-sense RNA
DNA: Deoxyribonucleic acid
ELMA: EmbryoGENE LIMS and microarray analysis
FDR: False discovery rate
FSH: Follicle stimulation hormone
IPA: Ingenuity pathways analysis
LH: Luteinizing hormone
LIMMA: Linear models for microarray analysis
LIMS: Laboratory information management system
PGF_2α_: Prostaglandin F2-alpha
RNA: Ribonucleic acid
RT-PCR: Reverse transcription polymerase chain reaction

How the deposited data were processed for this re-analysis (not part of the article)

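The intensity values are the medians of foreground and local background of each spot at both wavelengths, written by the authors' scanner software and used as deposited. The table of log2 ratios was made by the authors, who describe background subtraction, replacement of negative values by 0.5, loess and quantile normalization. It served as an alternative only, because each of its 6 columns follows the dye-swap partner of the array it is named for.

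Here the median background was subtracted from the median foreground, values at or below 0 were set to 0.5, and log2 ratios were normalized by loess within arrays. Between arrays, quantile normalization was applied to the mean intensity and did not change the log2 ratios. The ratios from the intensities were turned to long FSH over conventional FSH. Their direction is the one shared by the design text of the series and the study's legends. The deposited table, used as an alternative, was turned by the dyes of the sample labels instead, which is the opposite turning. So turned, it gave STAR and PTX3 as higher and INHBA as lower at the study's threshold, as the study does. The 2 arrays of a cow pair were averaged, and limma 3.58.1 was fitted to the 3 pair means with p adjusted by the Benjamini-Hochberg method. The 2 cows of a pair were hybridised together, and their deviations from the group means correlated with r = 0.153 to 0.260 across probes, against -0.0131 at most for cows of different pairs. Every p from limma is a moderated t test on n = 3 cow pairs.

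A probe was tested where its signal was above the mean plus 2 SD of the negative control spots in at least 3 of 6 readings of either group. Symbols came from the array's annotation, with 1036 older symbols renamed, and the brightest tested probe stands for a gene. The words the study's threshold stand for its limits of P (0.05 or less) and of fold change (at least 2), applied here to the unadjusted p. The paper states that it used a false discovery rate filter (Benjamini-Hochberg) at these limits, so numbers past limma's adjusted threshold are given as well.

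Gene lists were written before the data were examined: lists the study names (2 network lists, Table 2, RT-PCR, reference and persistent follicle genes), lists from general knowledge (progesterone, estradiol and growing follicle, ovulatory cascade, prostaglandin, cholesterol, cell cycle, apoptosis, matrix and proteolysis, glutathione and redox, ER stress, hypoxia and glycolysis) and markers of theca, endothelial, leukocyte, neutrophil, red blood, oocyte and granulosa cells. They were tested with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation and with fry, adjusted over the 24 lists. At an estimated correlation camera also takes its degrees of freedom from the 3 pairs and not from the number of genes. Fits with a block or with the trend option used the preranked form of camera, which takes limma's t values, at the preset correlation. A gene passes over the list alone at an adjusted p of 0.05 or less within the list and at least a 2-fold difference. Genes were named by a rule set before the data were examined: every gene the study names as measured on the arrays, the 15 largest rises and the 15 largest falls past the threshold that go the same way in all 3 pairs, and, as examples, the largest changes among the members of each list past the threshold or, where none passes, those with the smallest p. The rule takes the study's threshold where fewer than 10 genes pass the adjusted one. The values of the study's Table 2 had been seen when the rule was set.

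In simulations of this design with 200 changed probes among 23480, limma's adjusted threshold recovered 0.1%, 27.5%, 58.0% and 71.4% of probes changed by log2 1, 2, 3 and 4. The study's threshold recovered 50.8%, 96.9%, 98.7% and 99.6%, and 237 unchanged probes passed it. The simulated probes took their SDs at random from all tested probes, with independent noise. Real genes with large ratios had SDs such as 0.41 for XIRP1 and 4.45 for GFRA1, so these rates need not hold for them.

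Alternatives tried were other background corrections and normalizations, other filters on dim probes, arrays as replicates with or without a replicate block, the deposited table of log2 ratios, other limma options, the mean of a gene's probes, another fold change and leaving out each pair or array. Left out were VNN3, which no probe names, the network software of the study, and the RT-PCR and hormone measurements, which were not analysed here.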

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

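Tests of the 3 patterns weighed below were chosen after the result was seen, and the counts of other splits of the samples were set before.

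Cell cycle genes (median log2 ratio -1.17) and cholesterol synthesis genes (median -0.42) were lower in the long FSH group by limma's camera with its preset correlation. Both calls were lost with an estimated correlation (adjusted p = 0.147 and 0.331 from limma). The ER stress list had a median of -0.41, with 4 of 19 tested genes lower at the study's threshold and 15 not past it. Of the 4, 1 was lower when adjusted over the list alone and 0 over all genes. HSPA5, the main chaperone of the ER, was at -1.96 ± 1.78 and HSP90B1 at -1.76 ± 0.65 (SD, n = 3 cow pairs). Limma's camera gave the ER stress list an adjusted p of 3.65e-05 with its preset correlation and 0.530 with an estimated correlation. By limma's fry its adjusted p was 0.321. Leukocyte markers had a median of 0.76, and 0.74 with genes that are dim in one group at their bound. By pair the median was 0.37, 0.09 and 1.98 in pairs 1, 2 and 3. Of 14 tested markers 3 were higher, 1 was lower and 10 were not past the threshold, with 0 over the list alone or over all genes. Their call by limma's camera (adjusted p = 0.00241) was lost with an estimated correlation (adjusted p = 0.609). These 4 lists stand here because most of their genes are outside those the paper names, though it reports cell growth and proliferation as an affected function and discusses some cell cycle genes.

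Some antigen presentation and interferon genes were higher in the long FSH group, most of all in pair 3. Of 44 tested genes in a list chosen after seeing the data, 14 were higher at the study's threshold, 0 lower and 30 not past it, with medians of 0.32, 0.48 and 1.87 in pairs 1, 2 and 3. In pair 3, leukocytes carried over in the long FSH sample may be the source, since the leukocyte markers had a median of 1.98 there, as had the 12 of them outside the antigen presentation list, which shares 2. The 2 brightest markers went against it in pair 3, SRGN (percentile 96.4) at -1.20 and PTPRC at -0.57, so this source stays a hypothesis. In pairs 1 and 2 that source stays open, because only these 2 leukocyte markers, where 5 were needed, were bright in both groups, and an interferon response to the FSH schedule itself was not tested.

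The 8 genes of the ovulatory cascade past the study's threshold differed less in pair 3, where their median was 1.55, against 5.89 and 4.60 in pairs 1 and 2. Over all 24 tested members the medians were 1.49, -0.02 and 0.94, so the pattern holds for the selected genes and not for the list. Compression of ratios of every size on the slides of pair 3 is unlikely as the whole cause. The cell cycle list had 1.03 times the fall there that it had in the other pairs. Its medians lay between -1.11 and -1.29, so they do not test compression of larger ratios alone. Ratios as large as 4.12 for STAR and 5.23 for UBD were measured in pair 3, at the brightest probe of each. The SD of the log2 ratios over all tested probes was lower in pair 3 (0.577, against 0.694 and 0.829), so a smaller part by compression stays open. Another slide for pair 3 cannot be told apart from its cows, because it shares 0 slides with either of the others, and a difference between the cows in their response to LH was not tested.

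Each column of the deposited table of log2 ratios follows the scanner file of the dye-swap partner, with r of 0.767 or more. Scanner files or table columns exchanged between the partners of a dye swap are a candidate explanation. Ratios of the own array written as Cy3 over Cy5 are argued against, since the partner's correlation exceeded that of the sign-turned own array by at least 0.244 in all 6 columns. Exchanging the files would also turn the direction of the sample labels to the study's. No biological explanation was tested, since the design gives none.

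Other splits are too few to give a share under 0.05. Over the 4 choices of sign for the 3 pairs, the real one had 924 probes past the study's threshold and the highest other 483, so 1 choice gave as many. Over the 10 splits of 3 cows against 3, the real one had 811 and the highest other 841, so 2 splits gave as many. The other split sets both cows of pair 1 and the conventional FSH cow of pair 2 against the rest.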

How the results depend on the processing

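One alternative, the deposited table of log2 ratios with 6 arrays as independent replicates and no filter, was chosen after seeing the data. All alternatives set before the data were examined were run.

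Each list that limma's camera called, except the leukocyte markers, kept its direction and its call in all 26 tested alternatives at the preset correlation. Alternatives with a block or with the trend option used the preranked form of camera. With an estimated correlation none of the lists was called (smallest adjusted p = 0.147 from limma, for the cell cycle). For the cell cycle and granulosa cell lists the estimated correlation lay below the preset, so correlation between genes does not explain the loss there.

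The number of probes and genes past limma's adjusted threshold depends on what counts as a replicate. It was 0 and 0 with the cow pair as the unit (2221 probes and 987 genes at an unadjusted p of 0.05 or less), and 666 probes and 429 genes with 6 arrays as independent replicates. It was 590 and 400 with the cow pair as replicate block, 526 and 305 with a dye term and that block, and 647 and 420 with the slide as random block. It was 344 and 241 under the alternative added later, and 3 probes with no filter on dim probes. With the pairs that share slides, the same fit as without pair 3, it was 90 probes and 55 genes. The fits of 6 arrays have more degrees of freedom than the 3 pair means, by construction, and for the other settings the cause was not tested.

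At the study's threshold, the pairs that share slides gave 1068 probes higher and 742 lower (585 and 394 genes). A fold change of 1.5 gave 1179 and 805 (577 and 377 genes). Turning the sign gave 342 higher and 582 lower (198 and 331 genes). Probes above background in all 12 readings gave 343 higher (212 genes), with fewer probes tested. The trend and robust options of limma gave 136 higher (88 genes), and the deposited table of log2 ratios gave 313 higher (190 genes). With the trend and robust options PTX3, VNN2, POSTN, PTGS2, RGS2, GRIA3, PLA2G4A and PLAT did not pass, while STAR, INHBA and LRP8 did. The cause was not tested.

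Among lists, the following changed. Above background in all 12 readings, limma's camera called Table 2 genes lower (-3.13), and leukocyte markers reversed to -1.51 and were no longer called, over the fewer genes left. Table 2 and the RT-PCR list hold genes of both directions, so their medians and calls follow which genes remain. In fits with a block the preranked form of camera was used. With the cow pair as replicate block it also called Table 2 (3.59), RT-PCR genes (2.90), persistent follicle genes (-0.96) and progesterone synthesis (0.49). The same lists were called with a dye term added. With the slide as random block it called Table 2 (3.58), persistent follicle genes (-0.96) and progesterone synthesis (0.50). These fits differ from the main one in the test as well as the block, so the 2 cannot be told apart. The blocked fit changed no other list. Persistent follicle genes were also called with 6 independent arrays (-0.96), median centring (-1.07), no filter (-0.91), the deposited table (-1.07) and the alternative added later (-0.90), which also called hypoxia (0.16). Red blood cell markers (-0.39) were called with no filter. Without replicate 3, which is the fit of the pairs that share slides, Table 2 was called (4.64) and the leukocyte call was lost (0.29). Leaving out replicate 1, array 2, array 4 or array 6 also called persistent follicle genes, and leaving out replicate 2 called progesterone synthesis and hypoxia. In these cases the cause was not tested.

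Pair 3 alone, a value with no test, gave 1.20 for network genes reported up, 0.39 for the Table 2 genes, 0.85 for RT-PCR genes and -0.0099 for reference genes. It gave -0.41 for persistent follicle genes, 1.40 for progesterone, -0.94 for estradiol, 0.20 for prostaglandin, -0.67 for cholesterol, -0.19 for theca and 1.98 for leukocyte markers. CRISPLD2 reversed there, at -0.34.

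Leaving out 1 pair or 1 array at a time gave 0 to 90 probes and 0 to 55 genes past limma's adjusted threshold, the highest without pair 3. At the study's threshold it gave 504 to 1068 probes higher and 301 to 742 lower, and 281 to 585 genes higher and 178 to 394 lower, again highest without pair 3. List medians ran from 2.36 to 4.64 for Table 2, 0.29 to 1.24 for leukocyte markers, 0.13 to 1.18 for progesterone, -0.0545 to 0.26 for hypoxia and -1.06 to -0.55 for persistent follicle genes.

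Of the 98 named genes, all 98 kept side and direction with normexp background correction, 77 with trend and robust options and 78 with the deposited table. By the values of pair 3 alone, which have no test, 62 were rated the same, 35 as moved and 1 as reversed. There 10 uncalled genes changed sign. Signal over background limits the data to the 41.8% to 51.4% of probes above it per array and dye.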

Differences from the paper's values

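Each difference is given at the settings of the values above, and the alternatives were set before the data were examined unless stated.

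The column of Table 2 headed fold change matches log2 ratios here, with a median difference of 0.0727 over 15 genes, where the median linear fold is 12.3. BEX2 differs: the paper gives -3.055, and its brightest probe has -1.24 here, while its other probe has -3.17. The values come within the replicate SD with the mean of all tested probes of a gene, with the deposited table of log2 ratios and without replicate 3. The pairs that share slides are this last fit under another name. In the other 23 alternatives they do not.

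The paper's p values in Table 2 are smaller than the unadjusted p of limma here, on n = 3 cow pairs. For PTX3 the paper gives 3.7e-13 and limma 0.000121 here, for POSTN the paper 1.4e-07 and 0.00619 here, and for PTGS2 the paper 1.5e-07 and 0.00931 here. For RGS2 the paper gives 2.9e-06 (0.00668 here), for GFRA1 7.5e-05 (0.0582 here), for PLA2G4A 4.4e-07 (0.0168 here) and for GIMAP4 9.0e-12 (8.40e-05 here). For INHBA the paper gives 2.0e-07 (0.000967 here), for LRP8 1.4e-07 (0.00878 here), for CCND2 5.9e-09 (0.00343 here), for SRGN 1.2e-05 (0.0250 here), for BEX2 3.3e-07 (0.0858 here) and for INHBB 2.9e-07 (0.00422 here). For GRIA3 the paper gives 8.4e-07 (0.00787 here) and for CRISPLD2 2.9e-05 (0.0331 here), and both are printed with a space inside the exponent. No alternative, planned or added, came within 1.5 times the paper's p for any of the 15 genes. The nearest was CRISPLD2 with the pairs that share slides, at 4.85e-05.

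The paper reports 8 tested genes as changed that did not pass the study's threshold here. FBP1 and MDH2, which did not pass either, are isoforms of enzymes that the paper reports as lower without naming an isoform, and MDH1 passed as lower. MAPK14 (0.31), AREG (-1.63) and SLC38A2 (0.25) passed in none of 26 settings, and SLC38A2, which the paper reports as lower, lay above 0. These settings took the brightest probe of a gene or the mean of its probes, and another probe of MAPK14 was at 1.10. AREG was above background in only 3 of 6 long and 2 of 6 conventional FSH readings. GFRA1 (3.81), BEX2 (-1.24), IGF2 (1.60), TNFAIP6 (2.16) and FBP1 (-1.61) passed with 6 arrays as independent replicates, with the cow pair as replicate block with or without a dye term, and with the slide as random block. GFRA1, BEX2, IGF2 and FBP1 also passed without replicate 3, which is the fit of the pairs that share slides, and TNFAIP6 without replicate 2. GFRA1 also passed without each of arrays 1 to 5, FBP1 without array 4 and BEX2 with the mean of its probes. PGR (-1.60) passed with the cow pair as replicate block and without replicate 3, the fit of the pairs that share slides. MDH2 (-0.91) passed with the deposited table of log2 ratios, without replicate 1 and at a fold change of 1.5. The deposited table with 6 independent arrays and no filter, chosen after seeing the values, also called GFRA1, BEX2, IGF2 and MDH2. In the paper's direction and past its threshold were 24 of the 31 tested genes of Table 2 and the network, among them PTX3, STAR and INHBA.

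The paper's counts of higher and lower transcripts lie within 1.5 times the counts of probes here. Those probes pass its limits of P and fold change on the unadjusted p. The counts by gene here, 331 higher and 198 lower, lie outside that range. The paper states that it used a false discovery rate filter (Benjamini-Hochberg) at these limits. With that filter the number here is 0 in limma on the 3 pair means (2221 probes at an unadjusted p of 0.05 or less), and 666 probes at most, with 6 arrays as independent replicates.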

Other observations

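The list of antigen presentation and interferon genes was chosen after seeing the data, and the other lists below were set before.

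The antigen presentation and interferon list had a median log2 ratio of 1.00 over 44 tested genes, and since its genes were chosen after their values were seen, no test of it is given. Class II genes were highest in pair 3, such as BOLA-DRA at 2.87 ± 2.23 (SD, n = 3 cow pairs). Of single interferon genes, named after their values were seen, IFITM3 (2.52), DHX58 (2.38) and IFIT5 (1.69) were higher in all 3 pairs, while ISG15, IFIH1, EIF2AK2 and others lay below 0 in at least 1 pair. The leukocyte list holds 2 of its genes, and TYROBP, dim in all readings of the conventional FSH group, was at least 2.45-fold higher.

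Of 30 tested genes of matrix and proteolysis, 4 were higher, 3 were lower and 23 did not pass the study's threshold. When adjusted over the list alone 4 were higher and 2 lower, and 0 over all genes. PLAU, urokinase, was at 2.28 ± 0.46 and the stromelysin gene MMP11 at 2.17 ± 1.21, while the collagen-binding LUM was at -1.96 ± 1.99. The list was not called by limma's camera (adjusted p = 0.569).

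Of 20 tested genes of hypoxia and glycolysis, PFKL was higher at 1.16 ± 0.86 and 19 did not pass, with 0 over the list alone and over all genes (adjusted p = 0.217 from limma's camera).

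Markers of theca, endothelial, neutrophil, red blood and oocyte origin were not called by limma's camera. Of 10 tested theca markers 1 was lower, with a median of 0.04 and a mean of -0.19 (adjusted p = 0.507 from limma's camera). None of 5 endothelial markers passed (adjusted p = 0.507 from limma's camera), though limma's fry gave an adjusted p of 0.0335 for a fall, with a median of -0.10. KDR, dim in all readings of the long FSH group, was at least 1.41-fold lower. Neutrophil markers (2 tested, adjusted p = 0.884 from limma's camera), the 1 red blood cell marker tested (HBG, adjusted p = 0.302 from limma's camera) and oocyte markers (3 tested, adjusted p = 0.773 from limma's camera) did not pass for any gene.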
